A study of Mus musculus with 6 samples.

How the data were processed

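RNA was measured by sequencing in RAW264.7 cells, an established mouse macrophage line. Per the labels' protocols, 3 samples were left untreated and 3 received lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria, at 1.5 µg/mL for 6 h. Also per the labels' protocols, total RNA was extracted, polyadenylated RNA was selected and libraries were made with the KAPA RNA HyperPrep kit. Each sample was placed in its group by its own label, and the replicate numbers were taken from the sample titles.

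The deposited values are whole-number read counts per gene, not normalized, with 1 deposited table per sample. The tables have no header. Each lists 4 summary rows and then 55385 genes by versioned Ensembl identifier, with 3 columns of counts. The sums of the columns show what they hold: the first counts reads without regard to strand, and the others count reads on 1 strand each. The aligner, the counting program, the genome build and the annotation were not stated in the labels or in the tables. The column with the gene's own strand was used as the main measurement, because the other strand held only 3.66% to 4.59% as many counts. That choice was made after the tables were seen. Counts made without regard to strand were run as an alternative.

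The 4 summary rows name no gene and were left out of library sizes and tests. Of all reads in a table, 6.56% to 7.77% were listed as unmapped, 17.3% to 18.1% as mapping to several places, 5.51% to 6.71% as outside any gene and 1.15% to 1.20% as ambiguous between genes. Reads that map to several places or to overlapping genes are therefore missing from the gene counts. Genes with near-identical copies, such as the class I genes of the H2 locus and the Bcl2a1 family, and genes that overlap another on the same strand have uncertain counts. RAW264.7 cells come from another mouse strain than the reference genome, which adds uncertainty for the polymorphic H2 genes.

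Symbols were taken from a table of gene identifiers, which matched 55144 of the 55385 identifiers when the version was ignored. Positions are those of GENCODE M21 on GRCm38, which holds 54487 of the identifiers with the same version. The build behind the deposited counts was not stated, so the positions describe the annotation and not the authors' alignment.

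Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr at its defaults, libraries were scaled by the trimmed mean of M values (TMM), and LPS was tested against control with the quasi-likelihood F test, 2-sided, with group as the single factor. P-values were adjusted by the Benjamini-Hochberg method over the 11164 genes tested. A gene was called changed at an adjusted p under 0.05, and counted as changed at least 2-fold when the log2 fold change was also at least 1 in size. The standard error of a log2 fold change was its size divided by the square root of the F statistic. This value is derived from the test. It is not given for genes with few control counts, where counting error alone can exceed it. Levels are CPM, counts scaled to a common total with the TMM-scaled library size, given as mean ± SD over 3 libraries. Levels of control libraries given as a percentage of the LPS level used library size alone. A gene with 0 counts in all 3 controls was given as a lower bound on the ratio, computed against 3 counts. With 1 to 3 control counts, the ratio of summed counts was given with a 95% exact binomial (Clopper-Pearson) interval. Intervals and bounds cover counting error only, since reads without molecular identifiers are not independent molecules.

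The tests, the gene lists, the rule for naming genes and most alternatives were chosen before the data were examined. The genes named are members of the 11 fixed lists, and the 8 largest rises and 8 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM over the 6 libraries, all LPS libraries on the same side of all control libraries, and a symbol. The lists hold 176 members, all present in the tables, and cover inflammatory cytokines and NF-kB, the interferon response, the STING pathway, the PERK-ATF4-CHOP, IRE1-XBP1 and ATF6 parts of the unfolded protein response, ER-associated degradation, MHC-I presentation, mitochondrial antigen presentation, cholesterol synthesis and the mitotic cell cycle. They were written from general knowledge of these pathways. Some list members are not reported individually here, although the list results include them. For 170 members the filter left a test. The members without a test included Il12b with 33 counts in all libraries together, Enpp1 with 11, Vldlr with 1, and Trex1 and Derl3 with 0. Trex1 overlaps another gene on its strand in the annotation, so its count of 0 does not measure its expression.

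Each list was tested against the other genes with camera in limma 3.58.1 on log2 CPM with a prior count of 3 and a preset inter-gene correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 11 lists. Shares of counts were compared with a 2-sided exact permutation test, whose smallest possible p with 3 against 3 libraries is 0.1. Replicates were compared by a chi-square over genes with at least 20 counts in a pair. The statistic per degree of freedom lay between 3.95 and 17.4 in the 6 pairs within groups, so no pair differed by as little as sampling noise. This does not show whether the libraries come from separate cultures, and each was counted as a replicate because its label says so.

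Alternatives were RLE, upper-quartile and library-size scaling, DESeq2 1.42.0, limma-voom, no filter on low counts, a filter at a mean of 5 CPM, an adjusted p under 0.01, a test against a 2-fold change, a loess offset on exon length and GC content with a span of 0.5, the replicate number as a block, each library left out in turn, fry, camera with an estimated correlation and a prior count of 0.5. Length and GC were known for 99.96% of the tested genes and for 100% of the tested list members. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

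The procedure was tested on simulated data for the comparison of 3 control with 3 LPS libraries, with counts drawn for 11164 genes from the means, library sizes and dispersions of the real libraries and 200 genes changed 1.5-fold to 4-fold. The quasi-likelihood test recovered 167 of the 200 with the right sign and made 13 false calls among 180. It recovered 121 of the 133 genes changed at least 2-fold. In 10 simulated data sets of the same 11164 genes with no change, camera called 0 of 110 list tests, and it called the ATF6 list in 10 of 10 data sets where its members were shifted 1.5-fold. The simulated genes were drawn independently of each other, so this does not cover correlated members of a list. At most 200 genes were changed in the recovery simulation, and in the list simulation only the shifted list moved, all in the same direction. In the real libraries 7839 genes were called. The simulations therefore do not cover scaling or list tests under so wide a change.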

Results

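Transcript levels were measured in 6 libraries of RAW264.7 cells, 3 from untreated cells and 3 from cells given LPS at 1.5 µg/mL for 6 h. Gene counts on the gene's own strand totalled 12289884, 13769094 and 10936742 in control replicates 1, 2 and 3. The totals were 11390765, 11325526 and 13478110 in LPS replicates 1, 2 and 3. Between 10825 and 11248 genes had at least 10 counts in a library. The first principal component of the log2 CPM values held 94.1% of the variance and placed the control libraries between -71.4 and -62.5 and the LPS libraries between 67.0 and 70.6.

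The first comparison asked how the composition of the libraries differed between the groups. The 10 most abundant genes took 7.90% ± 0.81 of the counts in control and 8.44% ± 0.19 in LPS (SD, n = 3), and the exact permutation test gave p = 0.4. The alternative with the largest difference took the 100 most abundant genes in place of 10, a wider measure, with 21.3% ± 0.72 in control and 24.8% ± 0.22 in LPS, with an exact p of 0.1, the smallest these numbers of libraries allow. Control replicate 3 held 3.65% of its counts in Gm42418, a gene at a ribosomal RNA locus, against 1.70% to 2.27% in the other 5 libraries. With Gm42418 left out, a choice made after the data were seen, the share of the 10 genes was 5.91% ± 0.15 in control and 6.95% ± 0.11 in LPS, also with an exact p of 0.1. Mitochondrially encoded genes took 2.61% ± 0.16 of the counts in control and 2.35% ± 0.34 in LPS. The exact permutation test gave p = 0.5 and did not separate the groups. LPS replicate 1 was lowest at 1.96%, against 2.48% and 2.61% in LPS replicates 2 and 3.

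The second comparison asked which genes LPS changed. Of 11164 genes tested, 7839 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3907 higher and 3932 lower with LPS. At least 2-fold changes were called for 2617 genes, 1229 higher and 1388 lower, so that 5222 of the called genes changed by less than 2-fold. The biological coefficient of variation was 7.67%, which let small differences pass the test. Higher genes made up 49.8% of the calls under TMM scaling. With upper-quartile scaling 2886 genes were higher and 4987 lower, with 36.7% of the calls higher. Scaling by library size alone moved the calls most, to 1990 higher and 6475 lower, with 23.5% higher. Relative to TMM, these scalings shifted the median log2 fold change of all genes by -0.17 and -0.38. The genes called higher by at least 2-fold held 7.06% ± 0.62 of the counts in control and 26.8% ± 0.88 in LPS, and those called lower held 8.74% ± 0.18 and 2.30% ± 0.05 (SD, n = 3). All directions below are relative to the TMM scaling, and small changes are the ones whose direction moved with the scaling.

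**Figure D1:**
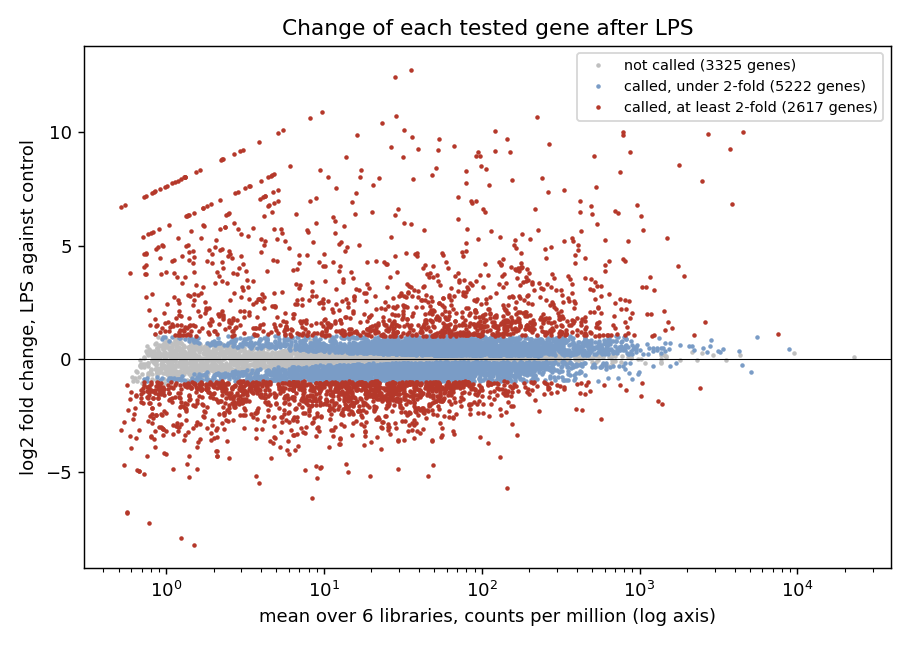
Each point is a tested gene, with its mean over the 6 libraries in CPM on a log horizontal axis and its log2 fold change of LPS against control on the vertical axis; grey marks genes not called, blue genes with an adjusted p under 0.05 and less than a 2-fold change, and red the 2617 genes changed at least 2-fold. The 1229 genes in red above 0 extend to larger changes than the 1388 below; with library size alone 928 were called above and 2396 below.

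The largest rises by the naming rule were Il6, Serpinb2, Lcn2, Csf3, Bcl2a1a, Il33, Tnfsf15 and Ccl22. Il6 (ENSMUSG00000025746.11; chromosome 5, 30013114 to 30019981 on the plus strand of GRCm38 in GENCODE M21) had 0 counts in the 3 controls and 71.1 ± 6.03 CPM with LPS, at least 994-fold higher (edgeR quasi-likelihood test, adjusted p = 7.55e-10). Serpinb2 (ENSMUSG00000062345.10; chromosome 1, 107511423 to 107535478) also had 0 control counts and 56.1 ± 10.5 CPM with LPS, at least 786-fold higher, and overlaps another annotated gene on its strand. Lcn2 had 1 control count and 57.0 ± 15.6 CPM with LPS, a ratio of 2408 with a 95% interval of 432 to 95175. Bcl2a1a, which has close paralogs, had 1 control count and a ratio of 1957 (351 to 77356), and Il33 had 2 control counts and a ratio of 1347 (373 to 11134). Csf3, with 11 control counts, rose from 0.274 ± 0.28 to 445.2 ± 33.3 CPM (SD, n = 3), a log2 fold change of 10.68. Tnfsf15 rose from 0.213 ± 0.063 to 241.9 ± 82.5 CPM and Ccl22 from 1.57 ± 1.59 to 1572 ± 189 CPM (SD, n = 3). Control replicate 3 set the size of several of these rises. Without it Lcn2 and Bcl2a1a had 0 control counts, so no ratio can be given for them. The log2 fold change without it was 11.58 for Csf3 and 10.97 for Ccl22, against 10.68 and 10.02 with all libraries.

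The largest falls were in Kbtbd11, C130050O18Rik, Angptl2, Ung, Slc16a12, Gpr183, St6gal1 and Slc43a2. Kbtbd11 (ENSMUSG00000055675.6; chromosome 8, 15011025 to 15033333 on the plus strand of GRCm38 in GENCODE M21) was at 284.6 ± 57.8 CPM in control and 5.29 ± 1.56 CPM with LPS, a log2 fold change of -5.73 ± 0.20 (SE; edgeR quasi-likelihood test, adjusted p = 1.493e-09). Slc43a2 was at 250.4 ± 16.0 CPM in control and 12.2 ± 1.28 CPM with LPS, a log2 fold change of -4.35 ± 0.09. The log2 fold changes of the 6 others were -5.19 for C130050O18Rik and Angptl2, -5.00 for Ung, -4.85 for Slc16a12, -4.71 for Gpr183 and -4.66 for St6gal1. All 8 calls held in each fit that left out 1 library.

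Fixed lists of inflammatory and interferon genes measured the response to LPS itself. All 21 tested members of the inflammatory list were called higher, with a median log2 fold change of 7.84, and all 22 members of the interferon list, with a median of 6.84. The same numbers were called when adjusted over the list alone. The medians did not change when genes absent in controls were set to their lower bound, but they could not have done so. Il6, the tested member concerned, stays above the median of its list at its bound of 994-fold. All interferon members had control counts. Tnf rose from 73.1 ± 48.3 to 2932 ± 371 CPM, a log2 fold change of 5.32 ± 0.40 (SE), and Il1b from 8.76 ± 7.23 to 8982 ± 128 CPM. Control replicate 2 had the highest Tnf level of the controls, and without it the log2 fold change of Tnf was 5.98. Without the same library the log2 fold changes of Cxcl2, Ccl2 and Cxcl10 were 9.51, 8.01 and 8.39, against 8.57, 6.48 and 7.58 with all libraries. Il10 and Mx1 had 8 control counts each, most of them in that library, so the size of their rises rests on it. Without control replicate 3 those of Il1a, Nos2 and Ccl5 were 10.84, 9.76 and 10.45, against 9.94, 9.14 and 9.48. Ifit3 stood at 8.53, and at 7.94 without control replicate 1. Ifnb1 had 2 control counts and a ratio of 196 with a 95% interval of 53.9 to 1629. Irf7 rose from 8.70 ± 2.10 to 445.5 ± 8.68 CPM.

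The title of the series concerns presentation of self-antigens on MHC-I, the surface molecule that displays peptides from inside the cell. Of the 18 members of the MHC-I list, 17 were called higher and 1 lower, over all genes and adjusted over the list alone, with a median log2 fold change of 1.32. With library size alone 15 were called higher, and the median was 0.94. The heavy chain genes H2-K1 (ENSMUSG00000061232.16; chromosome 17, 33996017 to 34000347 on the minus strand of GRCm38 in GENCODE M21) and H2-D1 (ENSMUSG00000073411.12; chromosome 17, 35262730 to 35267499 on the plus strand, the position of another version of this identifier) had log2 fold changes of 1.34 ± 0.07 and 1.04 ± 0.07 (SE; adjusted p = 4.325e-08 and 1.949e-07 in edgeR's quasi-likelihood test). H2-K1 was at 906 ± 12.4 CPM in control and 2288 ± 123 CPM with LPS, and H2-D1 at 361 ± 19.4 and 745 ± 37.6 CPM. These related genes lose reads that map to several places, so their levels are uncertain. B2m, which encodes the light chain, rose from 524 ± 13.6 to 1162 ± 26.3 CPM. The peptide transporter gene Tap1 rose from 19.5 ± 0.62 to 257 ± 38.9 CPM, a log2 fold change of 3.72 ± 0.11. The transcriptional regulator Nlrc5 had a log2 fold change of 3.33 ± 0.09 and Tapbp, which overlaps another gene on its strand, 2.45 ± 0.08. Pdia3 was the member called lower, with a log2 fold change of -0.31 ± 0.07. Erap1 stood at 0.34 and changed direction with library size alone, to -0.04.

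The unfolded protein response, which the title also names, was followed through lists for its separate arms. In the PERK-ATF4-CHOP list 17 of 19 tested members were called higher and 2 lower, over all genes and adjusted over the list alone, with a median log2 fold change of 1.34. The median was 0.97 with library size alone, where 14 members were called higher. Atf4 (ENSMUSG00000042406.8; chromosome 15, 80255184 to 80257541 on the plus strand of GRCm38 in GENCODE M21) rose from 397 ± 60.1 to 1007 ± 39.4 CPM, a log2 fold change of 1.34 ± 0.10 (SE; adjusted p = 5.933e-07 in edgeR's quasi-likelihood test). Ddit3, which encodes CHOP and overlaps another gene on its strand, rose from 5.82 ± 3.17 to 21.4 ± 5.69 CPM, with a log2 fold change of 1.86 ± 0.31. Atf3 had a log2 fold change of 3.57 ± 0.09, Slc7a11 of 3.20 ± 0.12, Cth of 3.17 ± 0.18 and Trib3 of 1.83 ± 0.29. The kinase gene Eif2ak3, which encodes PERK, was lower, with a log2 fold change of -1.30 ± 0.10. Psat1 was the other member called lower, at -0.20, and lost its call in 3 of the 6 fits that left out 1 library, with adjusted p-values from 0.0181 to 0.0894. Ddit4, called higher at 0.55, lost its call in 4 of the 6.

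In the IRE1-XBP1 list 2 of 16 members were called higher and 7 lower, or 2 and 6 adjusted over the list alone, with a median log2 fold change of -0.07. Upper-quartile scaling called 0 higher and 10 lower, and library size alone 0 and 14. Falls in Sec24d, Edem1, Tram1 and Dnajc3 had log2 fold changes of -1.03 ± 0.11, -0.78 ± 0.07, -0.76 ± 0.06 and -0.53 ± 0.07 (SE) and kept their direction under each scaling. Xbp1 itself was at 250.1 ± 10.8 CPM in control and 208 ± 24.6 CPM with LPS, a log2 fold change of -0.26 ± 0.08, and was not called in 3 of the 6 fits that left out 1 library (adjusted p from 0.00362 to 0.0582). The counts are per gene, so the spliced form of Xbp1 was not analysed here. In the list of ATF6 and ER chaperones 2 of 15 members were called higher and 8 lower, the same adjusted over the list alone, with a median of -0.18; 13 were called lower with upper-quartile scaling or library size alone. Hspa5 was higher, at 1425 ± 307 CPM in control and 2159 ± 65.4 CPM with LPS (log2 fold change 0.60 ± 0.13), as was Ero1a, Ero1l in the annotation, at 1.15 ± 0.08. Sdf2l1 and Pdia4 were lower, at -1.05 ± 0.12 and -0.87 ± 0.07; Pdia4 overlaps another gene on its strand. In the list for ER-associated degradation 7 of 14 tested members were called higher and 2 lower, the same adjusted over the list alone. Its median of 0.15 changed direction to -0.02 with upper-quartile scaling and to -0.23 with library size alone. Herpud1 and Syvn1 rose in that list by 1.73 ± 0.11 and 0.88 ± 0.09, and Edem2 had a log2 fold change of -0.66 ± 0.11.

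**Figure D2:**
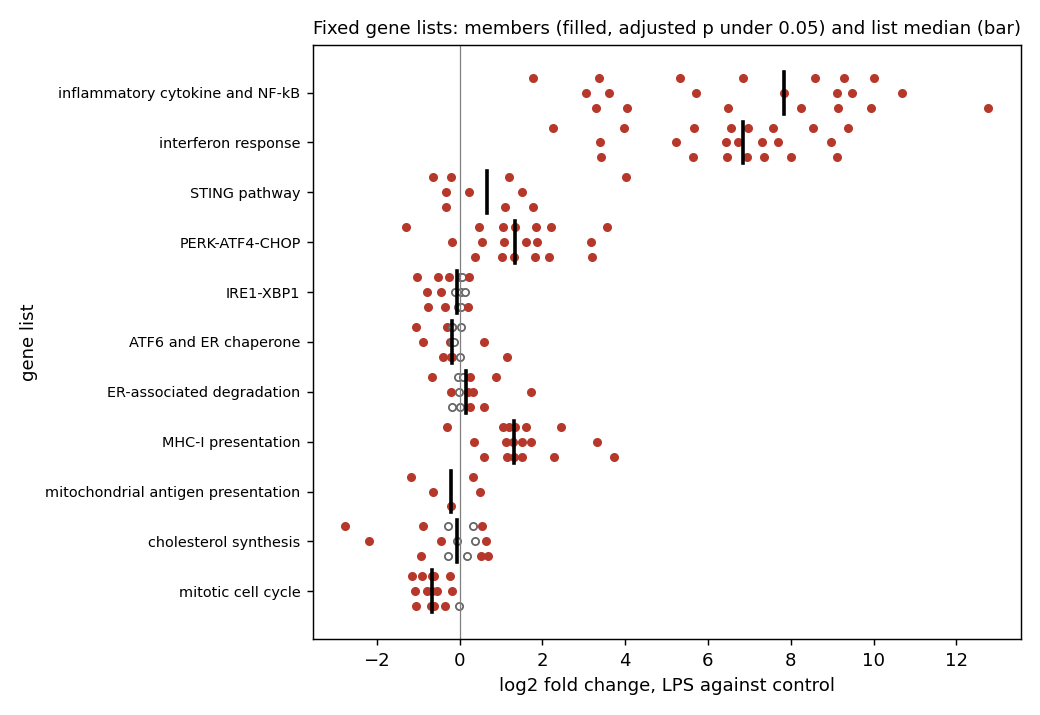
Each circle is a tested member of a fixed list, placed by its log2 fold change of LPS against control on the horizontal axis, filled where the adjusted p was under 0.05 and open where it was not; the bar is the list median and the vertical spread within a list carries no value. Medians run from 7.84 in the inflammatory list to -0.66 in the mitotic list under TMM scaling, and the median of 0.15 for ER-associated degradation falls to -0.02 with upper-quartile scaling and -0.23 with library size alone.

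In the list for the STING pathway, the sensing of cytosolic DNA, 6 of 10 tested members were called higher and 4 lower, the same adjusted over the list alone, with a median log2 fold change of 0.67. Under upper-quartile scaling and with library size alone 5 were called higher and 4 lower, and 2 were called lower after the length and GC offset. Ikbke rose from 19.4 ± 3.98 to 319 ± 50.4 CPM, Cgas from 65.1 ± 5.38 to 149.9 ± 2.58 CPM and Tbk1 from 55.1 ± 0.89 to 119 ± 8.0 CPM, with log2 fold changes of 4.03 ± 0.15, 1.20 ± 0.07 and 1.11 ± 0.07 (SE). Sting1 (ENSMUSG00000024349.10, Tmem173 in the annotation; chromosome 18, 35733679 to 35740554 on the minus strand of GRCm38 in GENCODE M21) was at 22.3 ± 2.34 CPM in control and 26.3 ± 0.96 CPM with LPS. Its log2 fold change of 0.24 ± 0.09 had an adjusted p of 0.04499 in edgeR's quasi-likelihood test, lost its call in 5 of the 6 fits that left out 1 library (adjusted p from 0.0116 to 0.143), and was -0.14 with library size alone. Stim1 was lower, with a log2 fold change of -0.64 ± 0.09. The list was not split into members that promote the pathway and members that restrain it. Its counts, its median and its test as a set therefore give no direction for the activity of the pathway.

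Of 5 tested genes linked to mitochondrial antigen presentation, 2 were called higher and 3 lower, the same adjusted over the list alone, with a median log2 fold change of -0.21. With library size alone 0 were called higher. The median is the value of Ogdh, which lost its call in 4 of the 6 fits that left out 1 library. Members that promote the process and members that restrain it were not separated. The counts and the median therefore give no direction for the process. Pink1 fell from 8.82 ± 1.21 to 3.92 ± 0.24 CPM and Snx9 from 201 ± 6.91 to 129 ± 5.48 CPM, with log2 fold changes of -1.17 ± 0.17 and -0.63 ± 0.06 (SE); Pink1 overlaps another gene on its strand. In the cholesterol synthesis list 4 of 15 members were called higher and 5 lower, the same adjusted over the list alone, with a median of -0.06, and 0 were called higher with library size alone. Without control replicate 3 the median was 0.11, so 1 library changes its direction. Dhcr7 had a log2 fold change of -2.76 ± 0.15. In the mitotic list 0 of 15 members were called higher and 14 lower, the same adjusted over the list alone, with a median of -0.66; the largest fall was that of Aurkb, at -1.15 ± 0.07. Cenpe lost its call in 4 of the 6 fits that left out 1 library, with adjusted p-values from 0.0120 to 0.111.

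**Figure D3:**
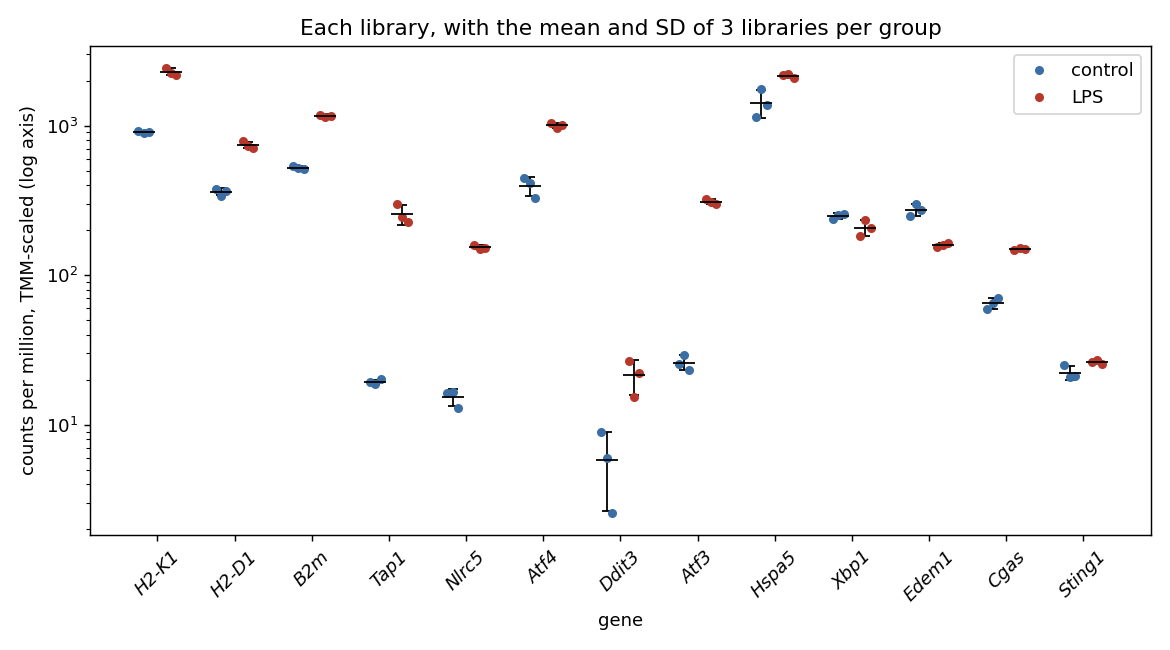
CPM in TMM-scaled libraries are shown on a log vertical axis for 13 list members, with a point for each of the 3 control (blue) and 3 LPS (red) libraries and a bar for the mean with its SD. The LPS libraries lie above the control libraries in all genes drawn except Xbp1 and Edem1, where they lie below; Sting1, at 22.3 and 26.3 CPM, shows the smallest change and changes direction with library size alone.

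Each list was also tested as a set against the other genes. Camera with the preset correlation gave an adjusted p of 2.654e-10 for the inflammatory list, 2.098e-12 for the interferon list, 5.349e-07 for MHC-I presentation, 0.0001058 for the mitotic list, which moved down, and 0.0002454 for PERK-ATF4-CHOP. The other 6 lists were not called, with adjusted p-values of 0.236 for the STING pathway, 0.236 for the ATF6 list, 0.292 for IRE1-XBP1, 0.329 for ER-associated degradation, 0.663 for cholesterol synthesis and 0.680 for mitochondrial antigen presentation. All 5 calls held under fry, with adjusted p-values of 0.00084 or less, and none of them held when camera estimated the correlation within each list, where the adjusted p-values were 0.294 for 4 lists and 0.454 for PERK-ATF4-CHOP. Camera with the preset correlation also called at least 5 lists in 8 of the 10 ways to split the 6 libraries into 3 and 3, the real one included, although the other splits carry part of the LPS difference.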

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

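All tests in this part were chosen after the opposite-strand counts were seen, except the tests of leakage over many features and of induced neighbours, whose outcome was not known when they were written. A first test of leakage compared the 3 features below with the leakage percentile by which they had been picked, so it could not have come out otherwise, and own-strand values replaced it after its result was seen. Of 2755 features with enough reads on the strand opposite to the gene, 381 rose at least 2-fold with LPS and 297 fell (edgeR quasi-likelihood test, adjusted p under 0.05, with the TMM-scaled library sizes of the own strand). For 251 of the risen features an exon of another gene lies on that strand in GENCODE M21. For 119 no annotated gene lies there. In 98 of these the opposite-strand counts stayed within the 99th percentile of leakage, 1.62% of own-strand counts, measured on 3512 genes with nothing annotated opposite, whose median was 0.192%. The own strand was called higher by at least 2-fold in 83 of the 98, 84.7%. A share of at least 90% had been set for leakage of the library's strand selection as the cause of the set, so leakage may account for many of these features but cannot be told apart from transcription in the set as a whole.

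Reads rose on the unused strand at 3 features above that range, far above the level in the control libraries. They are Gm11216, Xcr1 and Pola2, singled out after their values were seen. At Gm11216 (ENSMUSG00000086755.1; chromosome 4, 64075533 to 64083814 on the plus strand of GRCm38 in GENCODE M21) the opposite strand held 27.7 ± 1.11 CPM with LPS and 2.57 ± 1.21 CPM in control (SD, n = 3). Leakage is argued against by the own strand, which had 0 counts in the LPS libraries against 878 on the opposite strand. The nearest tested gene downstream on the strand of the reads is Tnc, 28518 bp away, with a log2 fold change of 5.21. A transcript of Tnc that starts further upstream than annotated may account for these reads. This stays a hypothesis, since counts per gene do not show whether reads join the 2 places.

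At Xcr1 (ENSMUSG00000060509.5; chromosome 9, 123852315 to 123862029 on the minus strand of GRCm38 in GENCODE M21, the position of another version of this identifier) the opposite strand held 15.6 ± 3.52 CPM with LPS and 0.150 ± 0.163 CPM in control. The own strand also rose, with a log2 fold change of 3.17, as leaked reads would need. It had only 97 counts in the LPS libraries against 489 on the opposite strand, so leakage as the whole cause is argued against. The nearest tested gene upstream on the strand of the reads is Ccr9, with a log2 fold change of 6.02, but it ends 67985 bp away. Read-through from Ccr9 and a separate unannotated transcript cannot be told apart, because the distance is known and the reads between are not.

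At Pola2 (ENSMUSG00000024833.15; chromosome 19, 5940542 to 5964202 on the minus strand of GRCm38 in GENCODE M21) the opposite strand held 14.5 ± 2.39 CPM with LPS and 0.343 ± 0.176 CPM in control. Leaked reads would follow the own strand, whose log2 fold change was 0.0296, so leakage is argued against. Read-through from the nearest tested gene upstream, Slc25a45 at 54664 bp, is argued against by that gene's log2 fold change of -2.15. An unannotated transcript that LPS induces stays open and was not tested. A newer annotation than the one used here was not used.

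Over all features above the leakage range with nothing annotated on that strand, a gene within 50 kb upstream was called higher by at least 2-fold for 8 of 21 that rose and for 1 of 82 that did not (Fisher's exact test, 2-sided, p = 6.766e-06). Read-through from induced neighbours may therefore account for part of the class. The features were treated as independent although induced genes cluster, and the 3 named features are not among the 8. For a gene within 50 kb downstream the numbers were 2 of 21 and 3 of 82 (Fisher's exact p = 0.269), too few to tell.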

How the results depend on the processing

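The alternatives with counts made without regard to strand, and with Gm42418 left out, were chosen after seeing the data. Across all alternatives the number of genes changed by LPS lay within 1.5 times 7839, from 7211 to 7715 in the fits that left out 1 library each, 7284 with DESeq2, where 1 adjusted p was undefined, and 8465 with library size alone. The calls shared with the main result were 7268 with DESeq2, 6818 with upper-quartile scaling and 6154 with library size alone. With library size alone 1990 genes were called higher and 6475 lower, and 2396 lower by at least 2-fold. The test against a 2-fold change called 889 genes lower. That test asks for a change significantly past 2-fold, which makes it stricter. For the scalings the cause was not tested, although each factor moves all genes of a library together.

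Lists near 0 depended on the scaling. With upper-quartile scaling the IRE1-XBP1 list had 0 members called higher, the ATF6 list 13 lower, ER-associated degradation 3 higher and 6 lower, and cholesterol synthesis 1 higher. With library size alone the numbers were 0 higher and 14 lower for IRE1-XBP1, 1 and 13 for the ATF6 list, 3 and 8 for ER-associated degradation, 0 and 9 for cholesterol synthesis, and 0 higher for mitochondrial antigen presentation. RLE scaling called 5 members of the ATF6 list lower and DESeq2 called 1 member of the list for ER-associated degradation lower. The IRE1-XBP1 list had 0 higher with no filter on low counts and 1 higher with a mean of at least 5 CPM. The length and GC offset called 2 members of the STING list lower.

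Across the fits that left out 1 library each, the members called lower ranged from 5 to 8 in the ATF6 list, from 1 to 3 in ER-associated degradation and from 1 to 2 in PERK-ATF4-CHOP. Those called higher ranged from 1 to 2 in IRE1-XBP1 and from 1 to 7 in cholesterol synthesis. The cause was not tested for any of these counts.

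Of the 181 tested genes that were followed under the alternatives, library size alone reversed 17, counting changes of sign where the gene was called with TMM or with the alternative, under a median shift of all genes of -0.38. Their log2 fold changes became -0.14 for Sting1 (Tmem173), -0.00354 for Aldh18a1, -0.18 for Sec61a1, -0.31 for Sec61b, -0.34 for Ostc, -0.15 for Srprb, -0.25 for Sec63, -0.37 for Creld2, -0.35 for Mydgf, -0.17 for Derl1, -0.12 for Derl2, -0.37 for Edem3, -0.29 for Vcp, -0.0496 for Selenos, -0.0394 for Erap1, -0.0598 for Rab7 and -0.20 for Srebf2. Upper-quartile scaling, with a shift of -0.17, reversed Creld2 to -0.17, Mydgf to -0.15 and Edem3 to -0.17. Of the 157 called among them, 19 lost the call in at least 1 fit that left out a library, and 8 others gained one. Of the list medians recomputed under alternatives, 41 moved by more than the replicate spread and 146 did not.

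Among list tests, camera with an estimated correlation raised the adjusted p to 0.2937 for the inflammatory, interferon, MHC-I and mitotic lists and to 0.4544 for PERK-ATF4-CHOP. Under the other 17 alternatives run, each of these 5 lists stayed past the threshold, at adjusted p-values of 0.0008404 or less. Fry, which asks whether a list changed at all rather than more than other genes, also called the STING list (1.341e-05), IRE1-XBP1 (0.02334) and ER-associated degradation (0.0008404). The length and GC offset called the STING list at 0.01941. The adjusted p of that list ranged from 1.341e-05 to 0.421 over the alternatives.

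Same-numbered control and LPS libraries deviated from their group means with correlations across genes of 0.101, 0.106 and 0.0481. The last is under 0.1, so the libraries were not treated as pairs. Libraries with unlike numbers had lower correlations, from -0.0867 to -0.00592. Deviations from a group mean are tied to each other, so these values are not independent evidence. Shared handling of same-numbered libraries therefore stays open. With the replicate number as a block 8010 genes were called, 3991 higher and 4019 lower, and 2623 changed at least 2-fold. It called 6 members of the cholesterol synthesis list higher and 7 lower, or 7 and 7 adjusted over the list alone, against 4 and 5 without the block. The replicate block together with the length and GC offset called 7942 genes and 2 members of the STING list lower, and gave that list a camera adjusted p of 0.04551.

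The real split gave the most genes among the 10 splits of the 6 libraries into 3 and 3. It was the 1 split with as many changed genes (7839, against at most 1), the 1 split with as many changed at least 2-fold (2617, against at most 1), and the 1 split with as many list members called (146, against at most 0). With 10 splits the share cannot be under 0.1. Camera called at least 5 lists, the number of the real split, in 8 of the 10 splits, and 8 lists in 1 of them. The other splits put 2 libraries of a group on one side, so they carry part of the LPS difference.

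The differences in the share of counts in the 10 most abundant genes and in the share of counts in mitochondrially encoded genes kept their direction under each alternative and each library left out, but not their size. The first was 0.223 percentage points without control replicate 2, against 0.537 with all libraries, and the second -0.0629 without LPS replicate 1, against -0.257. Depth limits the ratios of genes near 0 in control, such as Il6, Serpinb2 and Lcn2, to bounds or wide intervals.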

Other observations

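The tests in this part of the control libraries and of the cholesterol genes were chosen after the results were seen, and the tests of the unfolded protein response lists before. Transcripts that were almost absent from control replicate 1 were present at low levels in control replicates 2 and 3. By library size alone, without TMM scaling, 12 genes had at least 100 CPM in LPS libraries and at most 0.1% of that level in control replicate 1. With TMM scaling Cxcl2 (3.11 CPM in control replicate 1, 3544 with LPS) and Ifit1 (1.49 and 1748 CPM) would also have met these limits. They are not among the 12. For the 12 genes the summed counts were 0.0366% of the LPS level in control replicate 1, 0.174% in control replicate 2 and 0.257% in control replicate 3. The 95% exact Poisson intervals were 0.0300% to 0.0442%, 0.160% to 0.188% and 0.238% to 0.278%. Il1b had 11, 166 and 184 counts in these libraries. If a fixed fraction of LPS-treated material, as cells, RNA or reads, had reached these libraries, each gene would sit at the same fraction of its LPS level. In 10000 simulated draws per library, with counting noise and the replicate spread, the share that deviated from a single fraction as much as the 12 genes did was 0.0052 for control replicate 2 and 0.0384 for control replicate 3, a share that depends on the assumed spread, with Ifit3 highest at 0.505% and 0.530%. The 12 genes were chosen for the pattern, so carry-over and a small number of activated cells in the control cultures cannot be told apart here. Either may set the size of folds such as those of Csf3 and Ccl22, whose log2 fold changes without control replicate 3 were 11.58 and 10.97 against 10.68 and 10.02. A first test with counting noise alone gave shares of 1e-05, 1e-05 and 0.00565 for control replicates 1, 2 and 3, the first values being the smallest its draws can give. It was replaced after its result was seen, because it left out the spread between libraries.

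Many inflammatory genes were higher in control replicate 2 than the mean of the other controls, with an excess above 0 in 16 of the 21 tested members and a median log2 excess of 0.42. Il1b and Acod1 are among the 16 but were higher still in control replicate 3. Random lists matched on control abundance, of genes that LPS did not change at least 2-fold, had medians from -0.11 to 0.08 (95% of 10000 lists), and a share of 1e-04, the smallest possible, was as high, which argues against the composition or depth of that library. In 9 of the 21 members, among them Tnf, Icam1 and Nfkbia, the lower bound of the excess for counting error was above 0.530% of the LPS level. That is the highest fraction of any gene almost absent from control replicate 1. The bound leaves out the spread between cultures, so some of the 9 may pass by that spread. In Relb, Nfkb2 and Nfkbia the other controls differed about as much as control replicate 2 exceeded the higher of them, or more. In Tnf, Ptgs2, Ccl2 and Traf1 control replicate 2 stood well above both, with Tnf at 59.2, 126.8 and 33.3 CPM in control replicates 1, 2 and 3. For these, carry-over at a single fraction as the whole cause is argued against. By library size alone, without TMM scaling, the excess reached 13.8% of the LPS level in Relb and 7.96% in Traf1. With TMM scaling Relb stood at 15.4, 17.7 and 8.96 CPM in control replicates 1, 2 and 3. Much of its excess therefore came from a low control replicate 3. Traf1 stood at 23.5, 43.6 and 19.2 CPM. A mild activation of the culture of control replicate 2 before harvest is a candidate explanation that the design does not test. Without control replicate 2 the log2 fold change of Ccl2 was 8.01 against 6.48 with it.

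The PERK-ATF4-CHOP list rose while the IRE1-XBP1 list did not. The gap between the medians of the lists was 1.42 on the log2 scale and lay between 1.31 and 1.55 in the fits that left out 1 library. After the offset for gene length and GC content the gap was 1.62, which argues against such a trend as the cause. With library size alone it was 1.41, but a factor per library moves both lists alike, so that test cannot decide. ATF4 also responds to amino acid limitation and to other kinases than PERK. Among genes for ER function, Eif2ak3, Pdia4 and Sdf2l1 fell, while Hspa5, Ero1l, Herpud1, Syvn1 and Sel1l were called higher, the first of these not with library size alone. ER stress therefore stays open beside other routes to ATF4 and to the genes of its list. Nothing here measured ATF4 protein or its activity, the phosphorylation of eIF2α or the splicing of Xbp1.

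The mean of the cholesterol synthesis genes varied between replicates in the same order in both groups. All 15 tested members were lowest in control replicate 1, and 10 of the 15 were lowest in LPS replicate 1. The mean log2 deviation of the list was -0.29, 0.21 and 0.08 in control replicates 1, 2 and 3, and -0.28, 0.32 and -0.04 in LPS replicates 1, 2 and 3. Shared culture or handling of same-numbered samples may account for this. The same-number pairing gave the largest covariance of the 6 pairings, an exact share of 0.167, which is the smallest 6 pairings can give, so shared handling and coincidence cannot be told apart. A first comparison with random lists was replaced by the pairings after its result was seen. In it, 4 of the 11 lists had a same-number covariance in the upper tail and 3 in the lower tail, so co-regulated lists reach both extremes.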
